# Therapeutic implications of transcriptomics in head and neck cancer patient-derived xenografts

**DOI:** 10.1371/journal.pone.0282177

**Published:** 2023-03-01

**Authors:** Rex H. Lee, Ritu Roy, Hua Li, Aaron Hechmer, Tian Ran Zhu, Adila Izgutdina, Adam B. Olshen, Daniel E. Johnson, Jennifer R. Grandis

## Abstract

There are currently no clinical strategies utilizing tumor gene expression to inform therapeutic selection for patients with head and neck squamous cell carcinoma (HNSCC). One of the challenges in developing predictive biomarkers is the limited characterization of preclinical HNSCC models. Patient-derived xenografts (PDXs) are increasingly recognized as translationally relevant preclinical avatars for human tumors; however, the overall transcriptomic concordance of HNSCC PDXs with primary human HNSCC is understudied, especially in human papillomavirus-associated (HPV+) disease. Here, we characterized 64 HNSCC PDXs (16 HPV+ and 48 HPV-) at the transcriptomic level using RNA-sequencing. The range of human-specific reads per PDX varied from 64.6%-96.5%, with a comparison of the most differentially expressed genes before and after removal of mouse transcripts revealing no significant benefit to filtering out mouse mRNA reads in this cohort. We demonstrate that four previously established HNSCC molecular subtypes found in The Cancer Genome Atlas (TCGA) are also clearly recapitulated in HNSCC PDXs. Unsupervised hierarchical clustering yielded a striking natural division of HNSCC PDXs by HPV status, with *C19orf57* (*BRME1*), a gene previously correlated with positive response to cisplatin in cervical cancer, among the most significantly differentially expressed genes between HPV+ and HPV- PDXs. *In vivo* experiments demonstrated a possible relationship between increased *C19orf57* expression and superior anti-tumor responses of PDXs to cisplatin, which should be investigated further. These findings highlight the value of PDXs as models for HPV+ and HPV- HNSCC, providing a resource for future discovery of predictive biomarkers to guide treatment selection in HNSCC.

## Introduction

Head and neck squamous cell carcinoma (HNSCC) is the sixth most common cancer worldwide [1]. In the United States and Western Europe, the majority of new HNSCC cases can be attributed to oropharyngeal infection by high-risk strains of human papillomavirus (HPV+ HNSCC), while the incidence of HPV-negative (HPV-) HNSCC has decreased alongside a decline in tobacco smoking [2]. Cumulative evidence suggests that HPV+ and HPV- HNSCC are distinct entities that display some divergent genetics and clinical behaviors. In non-smokers, HPV+ HNSCC is associated with better survival and arises in younger patients compared to HPV- HNSCC [3]. Treatment-related toxicity to structures of the head and neck, especially from radiotherapy, can result in permanent life-altering disability, including impaired speech and swallowing [4]. Therefore, identifying subgroups of patients that do not require treatments associated with short-term and long-term toxicities, as well as developing effective targeted therapies with minimal side effects, is critical for maximizing function and preserving quality of life for survivors of head and neck cancer. Opportunities to reduce therapeutic toxicity are especially significant in HPV+ disease, given the increased survival of these patients and the frequent use of radiation or chemoradiation as primary therapy [1]. However, identification of clinically useful predictive biomarkers requires the availability of robust and reliable preclinical HNSCC models. The dearth of suitable preclinical HNSCC models, particularly for HPV+ HNSCC, is a major barrier to the identification and clinical translation of plausible biomarkers that identify subpopulations of patients who may require less toxic therapy to achieve durable cures.

Mice harboring patient-derived xenograft (PDX) tumors have emerged as more translationally relevant preclinical cancer models compared to mice implanted with cell line xenograft tumors, due to the closer resemblance of PDXs to the primary human tumors from which they are derived [5]. We and others previously reported that protein expression profiles of HNSCC PDXs are highly similar to the proteome of HNSCC primary tumors in The Cancer Genome Atlas (TCGA), and amplifications or mutations that define HNSCC primary specimens are typically retained in corresponding PDX models [6–8]. However, there is a paucity of reports providing detailed transcriptomic analyses of both HPV+ and HPV- HNSCC PDXs. A systematic review found that of 12 studies which compared objective characteristics of HNSCC PDXs to their corresponding patient tumors, over 80% (10/12) employed a histological analysis, compared to 50% (6/12) that compared gene expression patterns with the primary tumor, and even fewer that evaluated copy number variation (4/12) or proteomics (1/12) [9]. This gap in the characterization of HNSCC PDXs at the mRNA level is meaningful, as analysis of gene expression offers unique advantages over protein-level data. In particular, while assessment of protein expression is limited by the availability of antibodies for use in immunohistochemistry or reverse phase protein array (RPPA), RNA sequencing (RNA-Seq) offers the possibility of measuring and comparing expression of all genes across tissues of interest, as it does not rely on preselection of relevant aspects of the genome or transcriptome. For this reason, unsupervised analyses of RNA-Seq data, such as hierarchical clustering, allow for detailed subcategorization of tumor samples based on shared molecular characteristics.

To date, HPV+ HNSCC tumors have been underrepresented in studies of HNSCC PDXs, most likely because these cancers are often treated nonsurgically and biopsy material is limited for the development of such models. In addition, multiple reports suggest that the engraftment rate of HPV+ HNSCC primary tumors in immunodeficient mice is substantially lower than that of HPV- tumors [10–12], with 9 HPV+ PDXs representing the largest number reported in a single study [12]. The low number of available HPV+ PDX models, and a lack of corresponding RNA-Seq data, leaves a substantial gap in our ability to probe the transcriptomic differences that drive HPV-associated HNSCC in preclinical studies [7, 13–15]. In the present study, we performed RNA-Seq analyses on a cohort of 64 HNSCC PDXs, including 16 HPV+ PDXs, substantially expanding our current understanding of the transcriptome of HNSCC PDXs and enabling the rational selection of models for preclinical investigations.

To determine the utility of HNSCC PDX models as proxies for human disease, we compared broad patterns of gene expression between our large HNSCC PDX collection and human tumors of The Cancer Genome Atlas (TCGA), observing close concordance of well-established molecularly defined HNSCC subtypes in both cohorts. We queried the impact of mouse stromal contamination on interpretation of the PDX transcriptome, demonstrating that filtering out mouse mRNA reads had no significant impact when comparing RNA-Seq data in this PDX cohort. We conducted unsupervised clustering based on gene expression within our PDX collection, revealing a stark natural separation of PDXs by HPV status. Further transcriptomic analysis between these clusters demonstrated differential regulation of key genes between HPV+ and HPV- PDXs. Among the most highly differentially expressed transcripts by PDX HPV status was *C19orf57*, a gene previously correlated with positive response to cisplatin in cervical cancer [16]. In this PDX cohort, we demonstrate enhanced anti-tumor responses to cisplatin in HNSCC PDXs with higher *C19orf57* expression, which underscores the translational relevance of our transcriptomic findings in this PDX collection.

## Materials and methods

### PDX generation

PDXs were developed from surgical resection specimens of HNSCC tumors of 64 patients reflecting the clinical characteristics of this cancer (Table 1). All specimens used for PDX generation were obtained from patients >18 years old. Approval from the Institutional Animal Care and Use Committee (IACUC) at the University of California, San Francisco, was obtained for all animal studies (protocol #AN187611). The PDXs were derived with written consent from patients with primary HNSCC tumors under Institutional Review Board approval and were established in 5- to 6-week-old NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ (NSG) mice (The Jackson Laboratory, Bar Harbor, Maine), as previously described [6]. The overall engraftment rate was 79% (64/81), and the protein expression profiles of 60/64 PDXs were previously reported by our group in a 2016 publication [6]. Anesthesia was provided via inhaled isoflurane (1–5% effect), with analgesia by subcutaneous injection of meloxicam at 5 mg/kg after tumor implantation. Every effort was taken to alleviate suffering, animals were handled and treated only by trained personnel, and all animals were consistently monitored for metastasis and general decline in health.

**Table 1:** Demographic and clinical characteristics of the PDX collection.

		n (%)
Age	mean (SD)	57.9 (12.0)
Sex	Male	52 (81%)
	Female	12 (19%)
AJCC Stage	I	7 (11%)
	II	7 (11%)
	III	13 (20%)
	IV	37 (58%)
Primary Site	Oral Cavity	35 (55%)
	Pharynx	20 (31%)
	Larynx	9 (14%)
HPV status *(by sequencing)*	HPV+	16 (25%)
	HPV-	48 (75%)
HPV status *(clinical)*	HPV+	14 (22%)
	HPV-	50 (78%)

Characteristics of the 64 patients from whom the PDX collection was derived, including age, sex, AJCC stage, primary tumor site, and HPV status. HPV status was determined via two methods of classification, both sequencing-based (from RNA-Seq alignment to HPV viral genome; see methods) and a traditional clinical methodology (based on HPV ISH when available, or p16 positivity in oropharyngeal tumors). AJCC, American Joint Committee on Cancer staging; HPV, human papillomavirus; SD, standard deviation.

### RNA sequencing (RNA-Seq) and mouse read filtering

Total RNA was extracted from lysates of whole PDX tumors using the Qiagen RNeasy kit according to the manufacturer’s instructions. The total RNA was enriched for polyA transcripts and sequenced at the QB3 Genomics center at the University of California, Berkeley, using the NovaSeq 6000 platform. After initial sequencing, the unaligned reads were derived from a combination of sources including human, mouse, viral, and ostensibly other sequences. Reads were classified to a probable source prior to mapping to the human reference and expression counting. Adapters were trimmed and reads failing QC removed using fastp (v0.20.0). *Xenome* (v1.0.0), a k-mer index based pseudoaligner, classified reads as "human," "mouse," "both," "neither," or "ambiguous" [17]. Reads identified as uniquely human were advanced to the human expression pipeline. rRNA matches were removed by aligning against a ribosomal reference with bwa. The remaining reads were mapped against the Ensembl GRCh38.90 reference, and expression counts were estimated using RSEM (v1.3.1). Library sizes were adjusted using the weighted trimmed mean of M-values method from the Bioconductor edgeR package and data were transformed to log counts per million for most analyses [18]. 

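In the deposited values, a single floor of -3.74 on the log2 scale marks a count of 0 in every PDX. The adjustment factor, the adjusted library size over the total of the reads assigned to genes, ran from 0.939 to 1.29 in the HPV+ PDXs (mean 1.15, n = 16) and from 0.597 to 1.42 in the HPV- PDXs (mean 0.97, n = 48). A factor above 1 lowers every value of that PDX relative to scaling by its total, and a factor below 1 raises it. Of the 21865 genes in the deposited table, 16143 had a median recovered count of at least 10 over the PDXs and 5722 had a lower median. No gene was at the floor in more than 32 of the 64 PDXs. A gene at the floor in all 48 HPV- PDXs is therefore absent, whereas one at the floor in all 16 HPV+ PDXs can be present.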

Genes with median count less than 10 were excluded. We performed a special processing of the data to identify subtypes so that our data was on the same scale as data from The Cancer Genome Atlas (TCGA) [19]. For the subtype analysis to match the processing of TCGA data we adjusted the library size using the upper quartile method from the edgeR package. Raw and processed RNA-Seq data are openly available via the Gene Expression Omnibus (GEO) repository under accession number GSE207182.

### Determination of HPV status in PDXs

Two distinct methods to characterize HPV status were used in this study. To determine the clinical HPV status, *in situ* hybridization (ISH) for HPV on tumor tissue was utilized whenever available. For oropharyngeal tumors that did not have HPV ISH status, p16 positivity was used a surrogate marker for HPV. The p16 threshold for positivity was a 70% nuclear and cytoplasmic staining cutoff, a commonly used threshold recommended by the 2018 practice guideline from the College of American Pathologists [20]. All tumors outside the oropharynx that did not have ISH data available were assumed to be HPV- because of the limited utility of p16 as a marker for HPV-driven cancers in non-oropharyngeal tumors. The HPV status via sequencing was determined based on RNA-Seq coverage of E6/E7 within the HPV16/18 viral genome alignment for each PDX, with a count greater than 50 considered to be HPV+. This alignment cutoff was determined empirically based on the distribution of counts and to facilitate concordance with clinically-based HPV status (as described above). Only reads classified as non-human by *Xenome* were aligned in the viral pipeline, using bwa-sw against GenBank’s HPV16 (K02718.1) and HPV18 (AY262282.1) genomes. All E6/E7 expression in PDXs from this study mapped only to the HPV16 genome, with no E6 or E7 expression found in the HPV18 alignment. Two PDXs were positive for HPV by sequencing but negative clinically (PDXs 27 and 41), and HPV ISH was not available for either. One patient had a base of tongue SCC that was p16-negative, while the other had SCC of the oral tongue (which stained positive for p16 but was assumed to be “clinically negative” due to positioning outside of the oropharynx). For the ultimate designation of HPV status in our PDXs for further analysis, the sequencing classification was chosen over clinical status to best identify tumors with objective evidence of HPV-mediated carcinogenesis.

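The deposited calls from sequencing were the same as the status the paper names for 8 of 8 PDXs, 4 of them HPV+ and 4 HPV-. The 2 PDXs that were negative clinically are among the 4 HPV+. The deposited table gives a call for each PDX and no E6/E7 count, so that gene expression was not set against the viral count here.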

### Comparison of PDX and TCGA expression data

#### Subtype assignment

For the determination of molecularly-defined HNSCC subtypes in our PDXs, we started with the 279 patient samples (and corresponding 718 genes) from TCGA that had subtypes assigned [19]. These subtypes were basal, mesenchymal, atypical and classical. The expression data was used as received, after median-centering it. We calculated the centroids for each of the subtypes. We then matched our transcripts to TCGA data using gene name or Entrez gene ID and were able to come up with 679 total matches. For each of our samples we calculated the Pearson correlation coefficient with each of the TCGA centroids, and then assigned each sample the subtype that had the highest correlation. For visual comparison of the PDX and TCGA subtypes, the two datasets were then separately clustered using hierarchical clustering.

#### Evaluating the TCGA signature within PDX expression data

A permutation-based approach was used to assess whether the TCGA signature was represented in the RNA-Seq data from our PDXs. Subtype assignments for the PDXs were made based on correlation with the TCGA centroids, as above. We calculated the minimum Euclidean distance from each PDX sample to the centroid of samples assigned to the same TCGA subtype. Then we permuted the TCGA subtype labels maintaining the same number in each subtype and repeated the assignment and minimum Euclidean distance calculation. These distances based on permuted labels gave a reference distribution to which we could compare our actual distances. The associated p-value addressing whether the TCGA subtypes were reproduced in the PDX data was estimated as the proportion of permutation distances calculations that were greater than the distance with the real subtypes. For estimating this p-value we performed 10,000 permutations.

### Unsupervised clustering and differential expression of PDX RNA-Seq data

Hierarchical clustering of expression data from our 64 PDXs was performed based on the 2,000 most variable genes in the dataset using (1—the Pearson correlation coefficient) as the distance metric and the Ward’s agglomeration linkage method. Tests of association of sample conditions with heatmap clusters utilized Fisher’s exact test. The voom method was used to estimate differentially expressed genes between samples [21]. Adjustment for multiple comparisons utilized the Q-value method from the Bioconductor qvalue package [22]. Genes with a q-value <0.05 were considered significant.

### Assessing *in vivo* response to cisplatin

To assess for differential cisplatin response by *C19orf57* expression, two HPV+ PDXs and four HPV- PDXs were grown as described previously [6]. When the PDX tumor volume reached approximately 200 mm^3^, mice were randomized and treated with vehicle control (saline) or 5 mg/kg of cisplatin once per week by intraperitoneal injection (2–4 repeats per PDX for both vehicle and cisplatin, totaling 40 mice). Tumor dimensions were measured with calipers twice per week, with tumor volume calculated using the formula length × width × width/2. Animal health and behavior was monitored daily for wellbeing. The endpoint tumor volume for cisplatin-treated versus vehicle-treated PDXs was calculated on the final day of treatment for each PDX, which was based on tumor size in the control mice reaching a threshold which triggered sacrifice (2 cm in diameter). This endpoint was reached between day 15 and day 20 of treatment, at which point animals were promptly and humanely sacrificed via CO_2_ inhalation followed by cervical dislocation. Throughout treatment experiments, each mouse was identified using an ear tag with a unique number; the treatments and tumor measurements for each mouse were recorded according to this ear tag number. Mice in the same treatment group were housed in the same cage. No animals or data points from these experiments were excluded from further analysis.

## Results

### Filtering murine mRNA reads does not substantially impact transcriptomic analysis of HNSCC PDXs

One potential confounding element in gene expression analyses of PDX models is the presence of contaminating murine stromal cells, which surround and infiltrate engrafted human tumor samples to varying degrees. While a detailed technical workflow was published for filtering and removing mouse reads from the transcriptome of PDXs representing multiple malignancies, HNSCC was notably not included in the study [23]. To our knowledge, only two previous studies have mapped the HNSCC PDX transcriptome to the human genome while explicitly excluding mouse reads [13, 24]. One report identified a range from 65–95% of total PDX mRNA reads as human transcripts, and the other found a similar range [13, 24]. To date, the contribution of murine stroma to gene expression in HNSCC PDXs is incompletely understood.

To determine the contribution of murine-derived stroma in the tumor microenvironment to the RNA-Seq data from our HNSCC PDXs, we employed *Xenome* to identify the proportion of PDX mRNA reads that aligned to the human or mouse genome [17]. Among the 64 HNSCC PDXs we analyzed, the average percentage of uniquely human reads was 87% [standard deviation (SD) 6.3%], with unique mouse reads representing an average of 9.5% (SD 5.5%), and the remaining reads characterized either as ambiguous or mapping to both species. The proportion of uniquely human reads ranged from 64.6% (PDX 17) to 96.5% (PDX 52) (Fig 1A).

**Fig 1:**
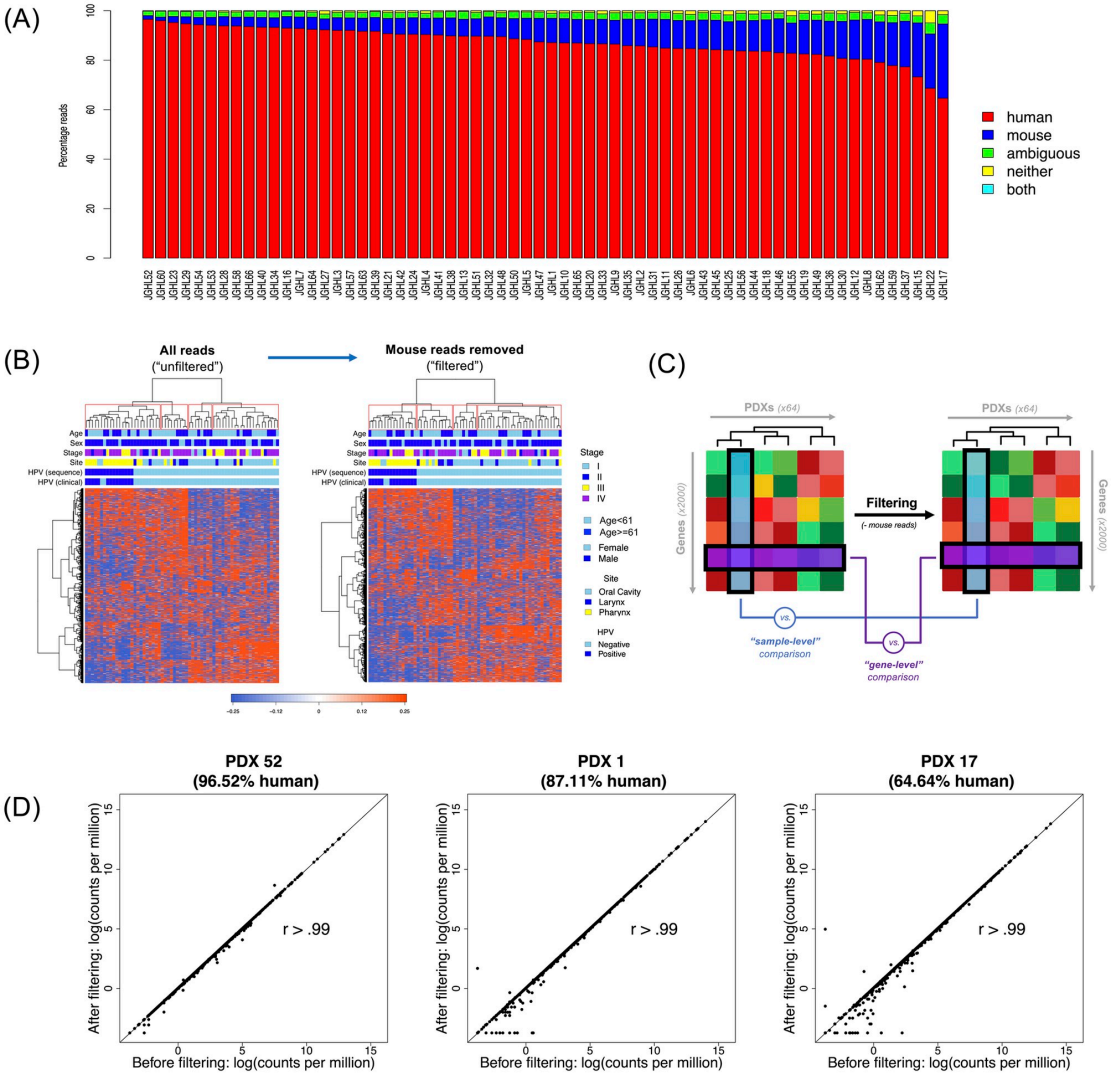
Mapping and filtering species-specific reads in the PDX transcriptome. (A) Bar Chart depicting the percentage of mRNA reads [y-axis] uniquely mapped to human (red) and mouse (blue) genomes, or ambiguous (green), neither (yellow), or both genomes (cyan) for each of the 64 PDX models in this study [x-axis]. (B) Hierarchical clustering based on the top 2,000 most variable genes between PDXs, using an “unfiltered” set with all reads (left) and “filtered” set with mouse reads removed (right). (C) Schematic of the distinction between “sample-level” (comparing clustergram columns [blue]) and “gene-level” (comparing clustergram rows [purple]) correlation comparisons. (D) Representative sample-level correlation plots from PDXs with the highest, intermediate, and lowest percentage of human reads (PDX 52, 96.52% human; PDX 1, 87.11% human; PDX 17, 64.64% human).

To explore whether the presence of these “contaminant” mouse reads would meaningfully impact interpretation of human PDX RNA-Seq data, we compared the entire “unfiltered” sequencing dataset to a dataset containing only uniquely human reads (“filtered” set) (Fig 1B). We first examined the correlation between these datasets at the sample-level (i.e., unit of individual PDXs) by comparing the expression of the top 2,000 most variable genes for each PDX in the unfiltered set versus the expression of the top 2,000 most variable genes in the same PDX using the filtered set (represented by columns [blue] in Fig 1C, for a total of 64 analyses). There was extremely high correlation between the unfiltered and filtered datasets at the individual PDX sample level, with r>0.99 for all 64 PDXs. This high correlation was true irrespective of the percentage of human reads in each PDX tested, as demonstrated by highly similar correlation plots between the PDX with the highest percent of human reads (96.52% in PDX 52, r>0.99) compared to a PDX with an intermediate percent of human reads (87.11% in PDX 1, r>0.99) and that with the lowest percent of human reads (64.64% in PDX 17, r>0.99) (Fig 1D). The sample-level r values for all 64 PDXs are reported in S1 Table.

We next asked whether this exceptionally high correlation between the unfiltered and filtered datasets was also evident at the gene-level (i.e., unit of unique transcripts). To answer this question, the expression level of each of the top 2,000 most variable genes across our PDXs were individually compared before and after filtering for mouse reads (represented by rows [purple] in Fig 1C, for a total of 2,000 analyses). Overall, 99.7% of genes demonstrated r≥0.90, with 96.2% of genes possessing r≥0.99. The 3.8% of genes (76/2,000) with r<0.99 are detailed in S2 Table. When gene ontology (GO) biological process analysis was performed on these 76 genes, the only common pathway with q-value <0.05 was “skeletal system development” (p = 1.4 x 10^−5^). This biological process GO term was shared by 13/76 of such genes (S3 Table). Nonetheless, to maximize the generalizability of our data to human disease in the setting of this species-level refinement, only reads identified as uniquely human were utilized for subsequent analyses.

### PDXs recapitulate molecularly defined subtypes of HNSCC in the TCGA

Prior studies using direct human tumor samples have observed a natural division of HNSCC into four main molecular subtypes, defined by patterns of gene expression [19, 25, 26]. These four subtypes—basal, mesenchymal, atypical, and classical—have not only biological relevance, but also demonstrate clinically distinct behaviors including differences in recurrence-free survival [25, 26]. We sought to determine whether these established subtypes, characterized in human HNSCC tumors, were also represented in our HNSCC PDX collection. Of the 718 subtype classifier genes from TCGA (a set of previously identified genes whose collective expression signature can be used to classify a particular HNSCC tumor’s molecular subtype), 679 genes mapped to our PDX RNA-Seq data. Each PDX was grouped into the most representative subtype based on its expression signature of these classifier genes. We found that the four HNSCC subtypes (basal, mesenchymal, atypical, and classical) were similarly recapitulated in our PDXs when compared with human HNSCC tumor data in TCGA (p = 0.003 by the permutation-based test described in Methods) (Fig 2). This pronounced transcriptomic resemblance speaks to the remarkable degree to which PDX models mimic primary HNSCC. As is evident in TCGA, we also found a strong association between subtypes and HPV status, with the vast majority of HPV+ PDXs belonging to the atypical subtype (including the two PDXs which were HPV- by clinical determination but found to be HPV+ by sequencing).

**Fig 2:**
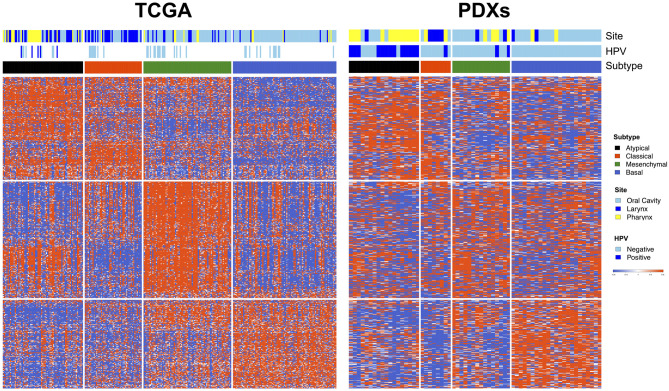
PDXs recapitulate molecular HNSCC subtypes identified in TCGA. Comparison of gene expression patterns between HNSCC samples in TCGA (left, vertical columns) and the HNSCC PDXs of this cohort (right, vertical columns), with rows representing TCGA classifier genes. The four well-characterized HNSCC molecular TCGA subtypes are conserved in the PDX collection (black, atypical; red, classical; green, mesenchymal; blue, basal).

### Hierarchical expression-based clustering of HNSCC PDXs reveals a natural division by HPV status and tumor site

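Transcripts of tumors grown in mice from the tumors of patients were measured by RNA sequencing in 64 PDXs, 16 HPV+ and 48 HPV-, with 1 library per PDX. Each PDX is a separate sample, so the spread behind the p-value of a single gene is the spread between PDXs, and the error of a single library was not measured. The p-value of a gene list, from limma's camera test, compares the genes of the list with all other genes. It takes a correlation between the genes that was preset at 0.01 or estimated. The authors kept the reads that Xenome classed as uniquely human, removed ribosomal reads, mapped the rest to the GRCh38 assembly with the genes of Ensembl release 90, estimated expression with RSEM and deposited log2 CPM. Recovered from the steps between low values, the reads assigned to genes came to 15.8M to 42.4M per library in HPV+ PDXs (median 26.3M) and 17.4M to 34.8M in HPV- PDXs (median 25.3M). The voom method that the authors used for differential expression takes counts, so the deposited log2 values were tested here with limma and a trend of the variance with expression, and p-values were turned into q-values with the threshold of 0.05 that the authors used. Clusters were built on 1 minus the Pearson correlation between PDXs with Ward's linkage, without centring of the genes. These choices, the gene lists and the rule for the genes named were fixed before the data were examined. Choices that can change the numbers are the scaling of the libraries, the ranking and centring of the genes that enter the clustering, the linkage and the correlation assumed between the genes of a list. One library, that of PDX 27 in the HPV+ group, stood apart, with 6739 genes at the floor against at most 4222 in the others. Among the 64 libraries, 0 of 2016 pairs held identical values.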

We next used hierarchical clustering of the RNA-Seq data from our PDX models to identify distinct clusters of PDXs defined by shared patterns of gene expression. Using an unsupervised approach (Ward’s linkage method) informed by the 2,000 most variable genes, the PDXs were found to organize into two main clusters (designated A and B), each of which contained two subgroups (A_1_ and A_2_, B_1_ and B_2_) (Fig 3). Cluster A was predominantly comprised of pharyngeal tumors (64.3%), compared to Cluster B which contained a majority of oral cavity tumors (83.3%). All HPV+ PDXs were located within Cluster A, where there was a further obvious division between HPV+ and HPV- tumors into two natural groupings. 

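The 2000 genes that varied most between the PDXs held 28 of the 28 measured genes of keratinocyte differentiation, 3 of 15 genes of basal keratinocytes, 15 of 26 genes of partial epithelial-mesenchymal transition and invasion, 15 of 18 fibroblast and matrix markers and 6 of 6 cancer testis antigens, and 0 of 40 genes of the G1/S transition and 0 of 25 genes of mitosis. Of the 2000 genes, 251 were higher and 657 were lower in the HPV+ PDXs, and 1092 did not pass the test of limma at a q-value of 0.05. The first division of the tree placed all 16 HPV+ PDXs with 16 HPV- PDXs in 1 cluster and 32 HPV- PDXs in the other (Fisher's exact test, two-sided, p = 2.46e-06). With average in place of Ward's linkage, the larger of 2 clusters held 13 HPV+ and 47 HPV- PDXs (Fisher's exact test, two-sided, p = 0.0452).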

Notably, every HPV+ PDX in our collection clustered to a single subgroup, A_1_, which itself was comprised entirely of HPV+ PDXs. 

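Divided into 3, the tree held 32 HPV- PDXs in 1 cluster, 13 HPV+ with 9 HPV- PDXs in another and 3 HPV+ with 7 HPV- PDXs in the last (Fisher's exact test, two-sided, p = 4.92e-07). Divided into 4, it set these 3 HPV+ PDXs in a cluster of their own and the 7 HPV- PDXs in another, so that the cluster with most HPV+ PDXs still held 13 of them and 9 HPV- PDXs (Fisher's exact test, two-sided, p = 2.34e-09). When the genes were ranked by the median absolute deviation in place of the standard deviation, 3 clusters put all 16 HPV+ PDXs together with 1 HPV- PDX (p = 3.48e-14 by the same test). When each gene was centred, the 16 HPV+ PDXs shared a cluster with 5 HPV- PDXs, both with 3 and with 4 clusters.

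**Figure D1:**
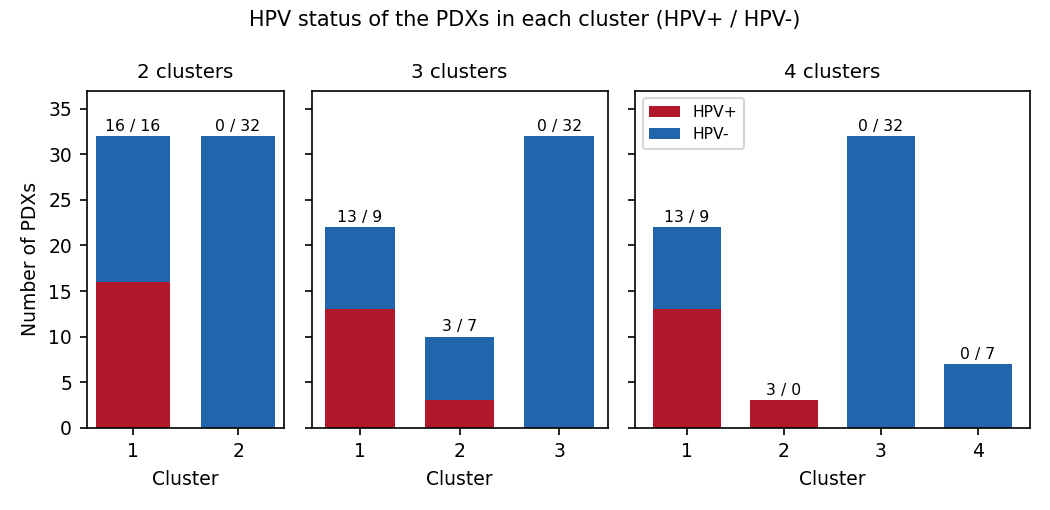
Number of PDXs in each cluster when the tree is divided into 2, 3 or 4 clusters, with HPV+ PDXs in red and HPV- PDXs in blue and both numbers above each bar. In each division 32 HPV- PDXs form a cluster without any HPV+ PDX, and with 3 or 4 clusters the HPV+ PDXs lie 13 in one cluster and 3 in another.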

With the exception of tumor site, none of the other PDX variables assessed (including patient age, sex, or stage) were significantly associated with the expression-based clustering (S4 Table). These findings support the growing evidence that HPV+ and HPV- HNSCC display distinctive biology, and reflect the known preponderance of HPV+ tumors in the oropharynx compared with the oral cavity and larynx.

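Over the genes used for the clustering, the median Pearson correlation between PDXs was 0.420 over the 120 pairs of HPV+ PDXs, 0.474 over the 1128 pairs of HPV- PDXs and 0.317 over the 768 pairs of an HPV+ with an HPV- PDX. Pairs that share a PDX are not independent, so these medians carry no test. The paper takes the clusters as adding to earlier evidence that the biology of HPV+ and HPV- HNSCC is distinctive, and as reflecting how often HPV+ tumors arise in the oropharynx.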

**Fig 3:**
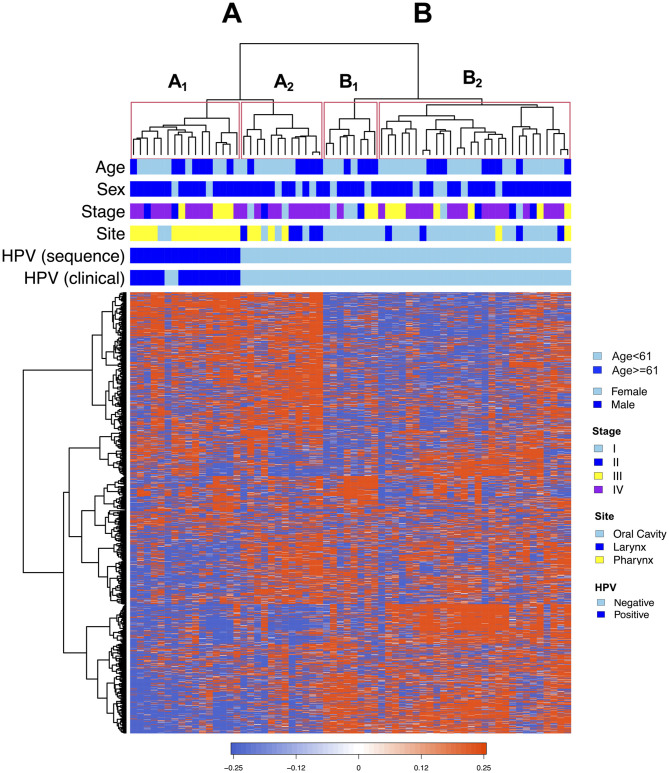
Unsupervised hierarchical clustering separates PDXs by HPV status and primary tumor site. Hierarchical clustering of RNA sequencing data via Ward’s linkage method yields two major groups of PDXs (A and B), each of which is further divided into two subgroups (A_1_, A_2_, B_1_, B_2_). PDXs (columns) align by common expression of individual genes (rows). All HPV+ tumors clustered together in a single subgroup, A_1_, which contained no HPV- PDXs. Demographic and clinical characteristics are shown above the clustergram and include age, sex, stage, site, and HPV status.

### Differential gene expression between HPV+ and HPV- PDXs has therapeutic implications

When separated by HPV status, there were 6,308 significantly upregulated genes in HPV+ compared to HPV- PDXs, and 1,862 genes that were significantly downregulated in HPV+ relative to HPV- PDXs. 

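Genes of the G1/S transition and of mitosis were higher in HPV+ than in HPV- PDXs. All 40 measured genes of the G1/S transition and DNA replication, targets of the E2F transcription factors, were higher in HPV+ PDXs (40 higher when adjusted over the list alone), with a median log2 difference of 1.25. Among them, MCM6, a subunit of the replicative helicase, differed by 1.61 (standard error 0.19, q = 8.52e-10 from limma) and RPA2, which binds single-stranded DNA, by 1.53 (standard error 0.17). Of 25 genes of mitosis, 24 were higher and 0 lower (24 higher adjusted over the list alone), with NUSAP1, a spindle protein, at a log2 difference of 1.85, KIF20A, a motor protein, at 1.32 and cyclin B1 (CCNB1) also higher (q = 1.02e-06 from limma). By limma's camera, the adjusted p was 1.56e-45 for the G1/S genes and 2.13e-19 for the mitosis genes, and 0.000256 and 0.0419 with an estimated correlation. Adjusted without the lists of Table 2, the last value became 0.0546, so that the mitosis list then loses its call. In all, 2807 of 21865 genes were higher and 3660 lower in HPV+ PDXs at a q-value of 0.05 from limma, 1036 of them at least 2-fold higher and 2084 at least 2-fold lower. The deposited table holds no gene at the floor in more than 32 PDXs. A gene at the floor in all 48 HPV- PDXs is therefore absent, which favours genes lower in HPV+ PDXs. With voom on recovered counts, 2863 genes were higher and 3617 lower. Among genes with a median count of at least 10, the same method gave 2778 and 2903.
Many genes of homologous recombination and of the Fanconi anemia pathway were also higher. Of 20 genes of homologous recombination, 14 were higher and 0 lower (14 and 0 adjusted over the list alone; camera adjusted p = 1.57e-10, and 0.0147 with an estimated correlation), among them BRIP1 at a log2 difference of 1.37, BRCA1 at 1.13 and BARD1, the partner of BRCA1, at 1.29. MRE11, of the complex that trims broken ends, had a difference of -0.07 (q = 0.402). Of 13 genes of the Fanconi anemia pathway, which repairs crosslinks between the strands of DNA, 8 were higher and 1 lower (8 and 1 adjusted over the list alone, camera adjusted p = 4.78e-06, and 0.0398 with an estimated correlation). FANCL differed by 1.19, FANCC by 1.11 and FANCI by 1.17, whereas FANCF was lower by a log2 difference of -1.70 (q = 0.00819 from limma, and 0.068 with HPV status as determined clinically). Of 20 genes of meiosis and the germ line outside Table 2, 7 were higher and 0 lower (5 adjusted over the list alone), with SYCE2 of the synaptonemal complex at 3.51, STAG3 of the meiotic cohesin at 3.66 and PSMC3IP at 0.94. STK31 had a difference of -1.21 (q = 0.060), and the adjusted p of the list was 0.00211 from camera and 0.0993 with an estimated correlation. Of 7 APOBEC3 cytidine deaminases, 2 were higher (2 adjusted over the list alone), APOBEC3B by 1.97 and APOBEC3C by 1.12, and APOBEC3H had a difference of 0.85 (q = 0.0516); the list had an adjusted p of 0.00656 from camera and of 0.243 with an estimated correlation. Of 13 genes of the RB pathway, 5 were higher and 4 lower (6 and 5 adjusted over the list alone; camera adjusted p = 0.109). CDKN2A, which encodes p16, had a mean of 8.21 ± 0.60 (SD, n = 16) in HPV+ and of 2.92 ± 4.36 (SD, n = 48) in HPV- PDXs, RBL1 differed by 1.02 and CDK6, the kinase that p16 inhibits, by -1.46 (standard error 0.23). Adjusted without the lists of Table 2, which the study chose on these PDXs, the camera p with an estimated correlation was 0.000484 for the G1/S genes, 0.0232 for homologous recombination and 0.0546 each for mitosis, the Fanconi anemia genes and simple epithelium, so that these 3 groups then lose their call.

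**Figure D2:**
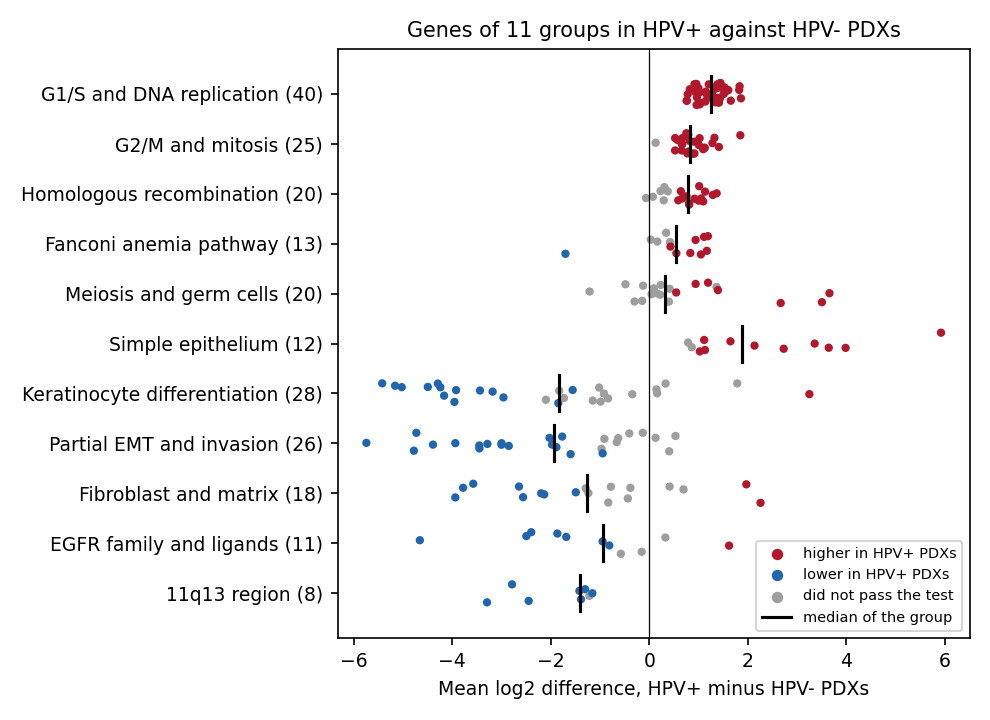
Mean log2 difference between HPV+ and HPV- PDXs of each measured gene in 11 groups, with the number of genes in parentheses. Red and blue points are genes that were higher or lower in HPV+ PDXs at a q-value of 0.05 from limma, gray points are genes that did not pass, and black lines are group medians. The 40 G1/S genes all lie to the right of 0, and 14 of the 28 keratinocyte differentiation genes are blue and lie to the left.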

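Epithelial genes divided. Of 12 genes of simple epithelium, 10 were higher and 0 lower (10 adjusted over the list alone; camera adjusted p = 1.14e-07, and 0.0433 with an estimated correlation). Keratin 19 (KRT19) had the largest difference among the genes higher in HPV+ PDXs that were named by size, 5.93 (standard error 1.07), and the claudins CLDN3 and CLDN7 differed by 3.99 and 2.73. Of 28 genes of keratinocyte differentiation and the cornified envelope, 14 were lower and 1 higher (14 and 1 adjusted over the list alone). The protease KLK5 differed by -5.03 (standard error 0.83), KRTDAP by -5.16 and LCE3E, a cornified envelope protein, by -4.50, and keratin 1 (KRT1) and caspase 14 (CASP14), both of the upper epidermis, by -5.42 and -5.98. Keratin 13 (KRT13), of stratified mucosa, was the member that rose, by 3.25. The list had an adjusted p of 1.28e-05 from camera and of 0.359 with an estimated correlation. Of 15 genes of basal keratinocytes, 4 were lower and 0 passed when adjusted over the list alone (camera adjusted p = 0.109). The genes named by size are called genes with a symbol and a mean log2 CPM of at least 1. Among such genes, PODXL2 and the potassium channel subunit KCNS1 were also among the 5 largest differences, 4.14 and 4.11. RN7SL471P, a 7SL RNA pseudogene that may share reads with its copies, was the lowest of such genes, -6.30.
Of 26 genes of partial epithelial-mesenchymal transition and invasion, 17 were lower and 0 higher (17 adjusted over the list alone; camera adjusted p = 4.08e-07, and adjusted p = 0.180 with an estimated correlation). The collagenase MMP1 differed by -5.74 (standard error 0.93) and the stromelysin MMP10 by -4.73, and PLAUR had a difference of 0.53 (q = 0.141). Beside them, of 18 fibroblast and matrix markers 8 were lower and 2 higher (8 and 2 adjusted over the list alone; camera adjusted p = 0.0572), with CDH11 at -3.78, FAP at -3.57 and FBLN1 at 1.97. Of 11 genes of EGFR, its relatives and their ligands, 7 were lower and 1 higher (7 and 1 adjusted over the list alone), epiregulin (EREG) by -4.66, amphiregulin (AREG) by -2.40 and epigen (EPGN) by -2.50, with betacellulin (BTC) higher by 1.62. The list had an adjusted p of 0.0200 from camera, of 0.213 with an estimated correlation and of 0.0957 with voom on recovered counts. Of 8 genes of chromosome 11q13, a region often amplified in HPV- HNSCC, 7 were lower (8 adjusted over the list alone; camera adjusted p = 7.56e-06, and adjusted p = 0.0944 with an estimated correlation), with cyclin D1 (CCND1) at -2.79, SHANK2 at -3.29 and CTTN at -1.42. Of 6 cancer testis antigens measured, from a list of 20, 4 were lower (4 adjusted over the list alone, camera adjusted p = 0.00656, and adjusted p = 0.243 with an estimated correlation). MAGEA3 differed by -4.62, MAGEA6 by -4.19 and MAGEA11 by -3.23, though MAGEA3 and MAGEA6 are near-identical and share reads. A gene at the floor in more than 32 PDXs is not in the table, which favours members expressed in HPV- PDXs, the larger group. In the same libraries, the 10 most abundant genes of each PDX took a median of 7.60% of the CPM in HPV+ (5.64 to 18.2%) and 14.7% in HPV- PDXs (3.83 to 49.3%). The 13 mitochondrial protein-coding genes took a median of 4.09% of the reads in HPV+ (2.87 to 12.5%) and 8.78% in HPV- PDXs (2.01 to 50.3%). Their mean share was 5.06% in HPV+ and 11.3% in HPV- PDXs (permutation test, two-sided, p = 0.0109). The share of higher genes among the genes that differed moved with the scaling, from 43.4% as deposited to 54.6% with quantile normalization and to 71.1% with scaling by library totals, which was added after the data were seen. The median log2 difference of all genes was -0.07, 0.03 and 0.18 in turn, and relative to it the median of the G1/S genes was 1.32 as deposited and 1.21 with quantile normalization and that of the keratinocyte differentiation genes -1.77 and -1.61. Scaling by library totals moves all genes by the same amount and leaves these relative values as they are by construction.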

The 10 most significantly upregulated and 10 most significantly downregulated genes (by p-value) in the HPV+ versus HPV- PDXs are displayed in Table 2. Of these 20 transcripts, 19 genes could be identified in human HNSCC expression data from TCGA (all except *ZFPM2-AS1*). 

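All 10 genes that Table 2 lists as overexpressed were higher in HPV+ PDXs and all 10 that it lists as underexpressed were lower (20 of 20 at a q-value of 0.05 from limma; 10 and 10 adjusted over each list alone; camera adjusted p = 8.22e-31 and 7.92e-22, and 4.31e-09 and 6.13e-09 with an estimated correlation). The study chose these genes on these PDXs, so the counts and the list tests are not independent evidence of their direction. Several of the higher genes act in meiosis. SMC1B, a cohesin subunit of meiotic cells, had a mean of 4.76 ± 0.78 (SD, n = 16) in HPV+ and of -2.01 ± 2.01 (SD, n = 48) in HPV- PDXs, a log2 difference of 6.77 (standard error 0.51, q = 2.78e-16 from limma). SYCP2 of the synaptonemal complex differed by 5.46 (standard error 0.56), MEI1, which takes part in the formation of meiotic double-strand breaks, by 5.70 (standard error 0.54), ZNF541 by 6.11 (standard error 0.51) and TCP11, a testis protein, by 5.05 (standard error 0.47). Genes of the G1/S step were higher by less, CDKN2C, which encodes the CDK inhibitor p18, by 2.80 (standard error 0.30) and cyclin E2 (CCNE2) by 1.83 (standard error 0.21), and RIBC2 and WDR76 differed by 3.00 and 2.11. Of these genes, SMC1B was at the floor in 18, ZNF541 in 24, TCP11 in 17 and MEI1 in 13 of the 48 HPV- PDXs. Among the lower genes, PTHLH, which encodes parathyroid hormone-related protein, had a mean of 4.35 ± 2.56 (SD, n = 16) in HPV+ and of 7.92 ± 1.19 (SD, n = 48) in HPV- PDXs, and the myosin MYO5A had a log2 difference of -2.42 (standard error 0.28). COL4A6, a chain of basement membrane collagen, differed by -4.79 (standard error 0.49), the homeobox gene MSX2 by -4.55 (standard error 0.52), the receptor gene GPR158 by -5.21 (standard error 0.49), PNLIPRP3 by -4.93 and cyclin A1 (CCNA1) by -4.40. NAP1L2 differed by -4.30 and was at the floor in 14 of the 16 HPV+ PDXs, as were MSX2 in 11, PNLIPRP3 and CCNA1 in 10 each and GPR158 and ZFPM2-AS1 in 8 each. KHDC1L, which may share reads with related genes, differed by -4.29 and ZFPM2-AS1, an antisense RNA, by -3.65. The strand of the reads could not be checked here, so reads of the other strand may enter the value of ZFPM2-AS1. For a gene with many values at the floor, the difference depends on the prior count behind the log2 scale.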

Each of the 19 genes available for comparison between HPV+ and HPV- HNSCC TCGA samples displayed concordant expression directionality as seen in HPV+ versus HPV- PDXs of this study cohort (Table 2). One of the most significantly differentially regulated genes between HPV+ versus HPV- PDX tumors was *C19orf57* (*BRME1*), which demonstrated 6-fold higher expression in HPV+ models compared to HPV- models (p = 7x10^-17^; Table 2). 

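C19orf57 (BRME1) acts in meiotic recombination, in the loading of recombinases onto broken DNA. It lies on chromosome 19 of GRCh38 from 13882348 to 13906452, on the minus strand (Ensembl gene ENSG00000132016). Its log2 CPM was 4.02 ± 0.74 (SD, n = 16) in HPV+ and 1.46 ± 1.09 (SD, n = 48) in HPV- PDXs, a log2 difference of 2.56 (standard error 0.30, q = 7.64e-10 from limma), a 5.88-fold higher level. By p-value it ranked 25 among all genes and 19 among the genes higher in HPV+ PDXs. The means of the groups differed (permutation test, two-sided, p = 1e-05, the smallest p that 100000 resamples can give). Every HPV+ PDX lay above the median of the HPV- PDXs. The groups overlapped, with 7 of 16 HPV+ PDXs above the highest HPV- PDX and 11 of 48 HPV- PDXs above the lowest HPV+ PDX. No PDX was at the floor. The paper sets this difference beside an earlier study of C19orf57 and survival under cisplatin, and next looks for a relation between C19orf57 and the response of PDXs to cisplatin.

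**Figure D3:**
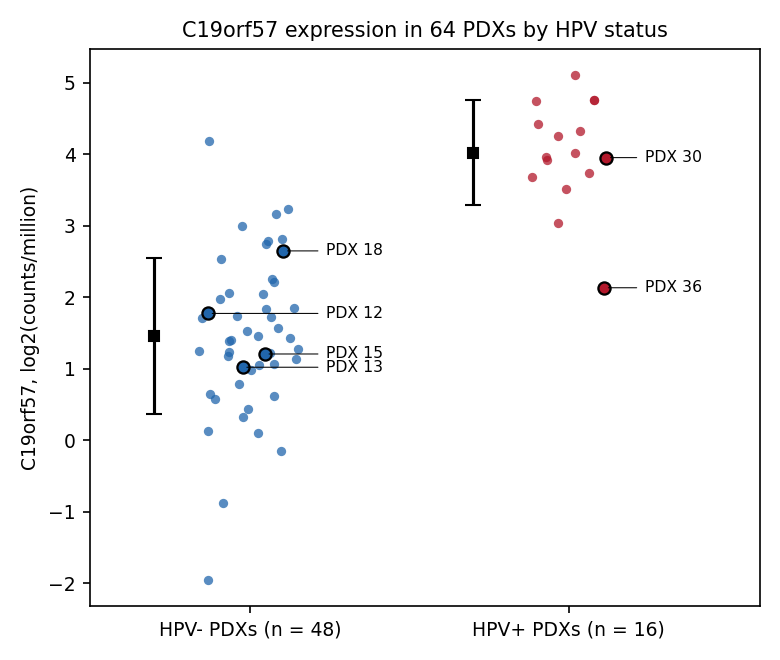
C19orf57 expression in log2 CPM in each PDX by HPV status, with 1 point per PDX and the mean and SD of each group as a black square with bars. Points with a black edge are the 6 PDXs tested with cisplatin. The HPV+ PDXs have a mean of 4.02 and the HPV- PDXs one of 1.46, and PDX 36 is the lowest HPV+ PDX.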

A previous study of TCGA patients with a variety of tumor types identified an association between high *C19orf57* expression with superior survival on cisplatin therapy compared to low *C19orf57* expression in cervical squamous cell carcinoma and endocervical adenocarcinoma [16].

**Table 2:** Top differentially expressed genes in HPV+ versus HPV-PDXs.

Overexpressed in HPV+ vs. HPV- PDXs					Underexpressed in HPV+ vs. HPV- PDXs				
	PDX cohort		HNSCC from TCGA			PDX cohort		HNSCC from TCGA	
Gene	Fold Change	P-value	Fold Change	P-value	Gene	Fold Change	P-value	Fold Change	P-value
*SMC1B*	35.5	6E-22	162	3E-108	*GPR158*	0.1	4E-16	0.1	1E-09
*SYCP2*	29.9	2E-20	45.6	4E-90	*KHDC1L*	0.1	1E-15	0.2	2E-07
*WDR76*	5.1	7E-17	2.9	9E-31	*MSX2*	0.2	3E-14	0.2	3E-19
*C19orf57*	6.0	7E-17	6.4	8E-65	*PNLIPRP3*	0.1	5E-12	0.1	1E-11
*CDKN2C*	8.2	1E-16	5.3	2E-46	*NAP1L2*	0.2	7E-12	0.3	1E-05
*ZNF541*	21.3	2E-16	54.2	5E-61	*ZFPM2-AS1*	0.3	1E-11	---	---
*RIBC2*	7.0	2E-16	8.5	2E-49	*MYO5A*	0.2	5E-11	0.3	5E-24
*TCP11*	12.6	5E-16	31.8	2E-32	*COL4A6*	0.1	1E-10	0.1	1E-12
*MEI1*	21.3	2E-15	10.6	2E-41	*PTHLH*	0.1	3E-10	0.1	3E-17
*CCNE2*	4.1	2E-15	2.9	7E-32	*CCNA1*	0.2	4E-10	0.1	2E-11

Genes significantly overexpressed in HPV+ relative to HPV- PDXs (left) and significantly underexpressed in HPV+ relative to HPV- PDXs (right). Genes in each category are sorted by most significant p-value for the comparison between fold change of HPV+ versus HPV- PDXs. Also displayed are fold changes between HPV+ and HPV- HNSCC of TCGA for these genes (with the exception of *ZFPM2-AS1*, which was not found in TCGA transcriptome).

We next sought to investigate any potential relationship between *C19orf57* expression and *in vivo* tumor response to cisplatin in six HNSCC PDXs from our collection (four HPV- and two HPV+). The PDX that responded most robustly to cisplatin (PDX 30) also had the highest expression of *C19orf57* of those tested [log_2_(counts/million) = 3.95] (Fig 4). Moreover, PDX 30 was HPV+, and demonstrated superior cisplatin response relative to the other HPV+ PDX tested (PDX 36), which had substantially lower *C19orf57* expression [log_2_(counts/million) = 2.13]. 

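In the deposited values, C19orf57 was at a log2 CPM of 3.95 in PDX 30, from 412 recovered reads (exact Poisson 95% interval 373 to 454, counting error only). Among the HPV- PDXs tested, C19orf57 was at 1.02 in PDX 13 (59.6 reads), 1.77 in PDX 12 (82.0 reads) and 2.65 in PDX 18 (107 reads), and PDX 15, between PDX 13 and PDX 12, had 38.5 reads. The C19orf57 level of PDX 30 was 2.47-fold that of PDX 18, the next in order. Within its own group PDX 30 was not among the highest, at rank 10 of 16 HPV+ PDXs, while PDX 18 was at rank 8 of 48 HPV- PDXs. Each value rests on 1 library, so the differences between these PDXs carry no test, and the tumor volumes are not among the data analysed here.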

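PDX 36 had a C19orf57 level of 2.13 from 110 recovered reads (exact Poisson 95% interval 90.4 to 133, counting error only), the lowest of the 16 HPV+ PDXs. The step from PDX 36 to PDX 30 was 1.82 on the log2 scale, a 3.53-fold difference, outside the counting intervals of both libraries. Of all 64 PDXs, 57.8% lay below PDX 36 and 82.8% below PDX 30. From the response and the C19orf57 level of these PDXs the paper sees a potential relation between C19orf57 and cisplatin sensitivity, to be investigated further in larger samples.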

The dramatic difference in cisplatin sensitivity at the extremum of *C19orf57* expression suggests a potential relationship which should be further investigated with larger sample sizes.

**Fig 4:**
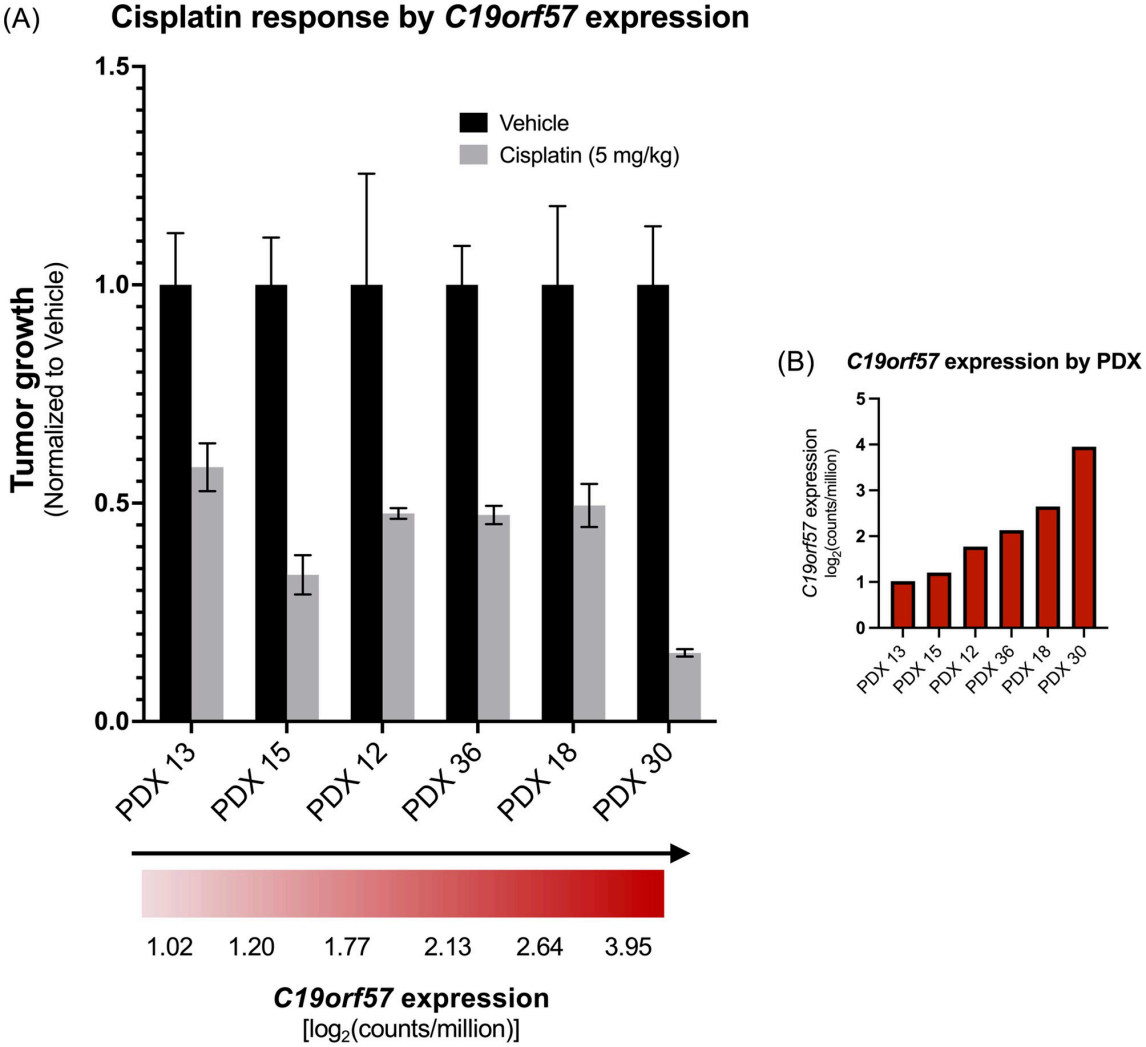
*C19orf57* expression and cisplatin response in PDXs. (A) Therapeutic response of PDXs to cisplatin, arranged in order of increasing *C19orf57* expression. (PDXs 36 and 30 are HPV+; PDXs 13, 15, 12, and 18 are HPV-). (B) *C19orf57* expression, in units of log_2_(counts/million), for each of the six PDXs tested for cisplatin response.

## Discussion

Developing preclinical HNSCC models that most closely reflect human HNSCC tumors is a critical step in identifying therapeutic targets and testing potential treatments for patients with head and neck cancer. While PDXs are increasingly recognized as more translationally relevant avatars compared to cell line xenografts, there are still relatively few published HNSCC PDX collections in the literature, and those that do exist have undergone varying degrees of molecular characterization [27]. In particular, the extent to which HNSCC PDXs resemble primary human HNSCC at the transcriptional level has been understudied. Here, we add substantially to the body of HNSCC PDX literature through analyses of RNA-Seq data from a large cohort of 64 PDXs (16 HPV+ and 48 HPV-). First, we interrogated the influence of contaminant mouse reads on the interpretation of PDX transcriptomic data, demonstrating that filtering mouse mRNA from RNA-Seq data of PDXs is likely an unnecessary step without tangible benefit in this PDX cohort. It is noteworthy that the lowest percentage of unambiguously human reads in a PDX within our study was 64.6%, so we are unable to conclude that mouse read filtering would be of no benefit for PDXs with human read percentages below this level. We compared the transcriptomic profile of our PDXs to gene expression profiles of human tumors, reproducing the well-defined molecular HNSCC subtypes from TCGA within our PDX collection and further supporting the utility of these models as faithful proxies for human disease. Using an unsupervised clustering approach to extrapolate patterns from the PDX transcriptomic data, we uncovered distinct PDX subtypes defined by similarity of gene expression that naturally segregated all HPV+ PDXs from HPV- PDXs. Lastly, we explored the potential clinical relevance of leveraging transcriptomic variation between our PDX models, with our data suggesting a possible relationship between *C19orf57* expression and cisplatin sensitivity, which could be investigated further.

Compared to cancer cell lines or fresh surgical specimens, the presence of murine stroma in the PDX tumor microenvironment is a theoretical limitation to the analysis of high-throughput sequencing data of both DNA- and RNA-based measurements. As a result, groups working with PDXs may opt to remove mouse-identified genetic material from that which is human-specific, using one of multiple computational methods published over the last decade (e.g., *Xenome*, *Disambiguate*, or *XenofilteR*) [17, 28, 29]. However, rigorous examination of the necessity of this step (i.e., whether species-level filtering affords tangible differences in gene expression interpretation) is lacking. Furthermore, there is often considerable variability in the proportion of species-specific reads between PDXs of the same cohort, as evidenced by a large RNA-Seq study of 95 melanoma PDXs that reported an average of 6.1% mouse-specific reads, but a range from 1% to 35% [29]. In the present study, the average proportion of uniquely human mRNA reads in our PDX tumors was 87% (range 64.6–96.5%). These results are consistent with two prior studies that filtered mouse reads from HNSCC PDXs [13, 24]. However, unlike these earlier reports, we utilized correlation analyses to determine that the process of mouse read filtering did not appreciably impact our PDX gene expression data. This lack of filtering benefit was evident both at the PDX sample-level (when comparing gene expression before and after filtering in each PDX separately) and at the gene-level (in which expression of each the top 2,000 most variable genes was individually compared across all PDXs before and after filtering). Notably, this correlation at the sample level was universally high with a correlation coefficient (r) >0.99 for all 64 PDXs tested, regardless of the percentage of human reads identified in the PDX. This suggests that a higher degree of mouse read contamination, at least in this cohort of HNSCC PDXs, does not necessarily result in greater benefit from species-level filtering. Correlation analysis at the gene level, as at the sample level, was also exceptionally high.

In this study, we demonstrate a remarkable transcriptomic similarity of HNSCC PDXs to human tumors by recapitulating four well-characterized HNSCC molecular subtypes from TCGA in our PDX models. These four HNSCC subtypes—basal, mesenchymal, atypical, and classical—were originally identified from a cDNA microarray study of 60 human tumors [25], and subsequently reproduced in two large independent cohorts of HNSCC patients [19, 26]. A similar segregation of a unified histologic cancer type into mRNA expression subgroups has also been demonstrated in squamous cell carcinoma of the lung [30]. The preservation of HNSCC molecular subtype heterogeneity in preclinical models was previously observed in a small study of 16 PDXs derived from oral cavity tumors [24], but has not been examined in PDXs of pharyngeal cancer, especially HPV+ disease. In the present work, we recapitulate the HNSCC subtypes in a substantially larger PDX cohort, including both HPV+ and HPV- PDXs. Notably, the PDXs in our study displayed a strong correlation between HPV status and molecular subtype, with the vast majority of HPV+ PDXs belonging to the atypical subtype—the same pattern seen in TCGA.

Our characterization of 16 HPV+ PDXs represents the largest reported HPV+ PDX cohort in a single study to date. Multiple groups have reported on the difficulties of successfully engrafting HPV+ tumors into mice, which is further hindered by a general scarcity of HPV+ tumor tissue to implant due to the widespread use of primary radiation or chemoradiation as curative treatment for this patient population [10, 11]. Given the overall unavailability of these models, it is paramount that HPV+ HNSCC PDXs continue to be generated and characterized, especially as the incidence of this disease entity continues to rise. In the present study, the exceptional transcriptomic resemblance of HNSCC PDXs to primary HNSCC tumors was preserved in both HPV+ and HPV- models, underscoring the utility of these PDXs for translational research.

Using hierarchical clustering analysis, we further leveraged RNA-Seq data to subcategorize our PDX cohort based on patterns of gene expression. We took an unsupervised approach without *a priori* consideration of PDX clinical characteristics to probe for overlapping transcriptomic signatures which may indicate shared biology or treatment susceptibility. This approach naturally separated our PDXs by HPV status, with every HPV+ model clustering in a single subgroup composed exclusively of HPV+ PDXs. Importantly, none of the other demographic or clinical variables assessed were significantly associated with this expression-based clustering (except tumor site, which is known to be highly correlated with HPV positivity). Such a stark transcriptomic division, identified solely based on molecular characteristics, supports the already ample evidence that HPV+ and HPV- HNSCC are distinct disease entities. This finding also reinforces the potential of harnessing PDX transcriptomics to uncover unique biologic targets in both HPV+ and HPV- HNSCC.

Analysis of differential gene expression between PDX subtypes is potentially therapeutically relevant, as RNA-Seq allows for identification of actionable alterations which may guide treatment selection. For example, one study of 37 PDXs derived from difficult-to-treat breast cancers leveraged a multi-level “-omics” approach to identify targetable vulnerabilities at the DNA (whole-genome sequencing), RNA (RNA-Seq), and protein (RPPA) levels [31]. We identified a collection of genes that were strongly differentially expressed by HPV status in the PDXs of this study, including genes with and without previously reported roles in the development of HNSCC. Of the 19 genes available for analysis in TCGA (out of 20 total transcripts identified in our PDXs), all displayed concordant expression directionality between HPV+ versus HPV- PDXs of the study cohort and HPV+ versus HPV- HNSCC of TCGA (10 overexpressed and 9 underexpressed).

Furthermore, we identified *C19orf57* as a differentially expressed gene which warrants further investigation in HNSCC patients treated with cisplatin. *C19orf57* encodes break repair meiotic recombinase recruitment factor 1 (BRME1). This protein plays a key role in meiotic recombination by facilitating homology-directed DNA repair via recruitment of recombinases such as RAD51 to DNA double-strand breaks in gametes [32]. A study that analyzed the correlation between tumor gene expression and patient survival on chemotherapy found that the top gene-drug interaction among patients with cervical squamous cell carcinoma and endocervical adenocarcinoma was that of *C19orf57* and cisplatin [16]. Specifically, high *C19orf57* expression was associated with improved survival in the setting of cisplatin therapy relative to the survival of patients whose tumors expressed lower levels of *C19orf57* [16]. This observation in cervical cancer is especially intriguing since the majority of cervical SCCs, as with oropharyngeal SCCs, can be attributed to HPV infection. The value of *C19orf57* expression in predicting cisplatin response in HNSCC, and interactions with HPV status, has not been explored.

In our study, *C19orf57* was expressed at levels 6-fold higher in HPV+ PDXs compared to HPV- PDXs, a finding consistent with two prior reports that found significantly higher *C19orf57* expression in primary patient samples of HPV+ OPSCC compared to HPV- OPSCC [33, 34]. The potential of this gene to serve as a biomarker for cisplatin response is especially compelling in the context of recent de-escalation clinical trials showing a substantial decrease in survival of patients with HPV+ OPSCC when cisplatin is omitted or substituted (such as with cetuximab) [35]. Identification of patients most likely to respond to cisplatin would minimize the toxicity and morbidity associated with platinum chemotherapy, which is vital given the younger age and improved survival of HPV+ HNSCC patients compared to those with HPV- disease. In the present study we observed that of six PDXs tested, the PDX with the highest *C19orf57* expression also demonstrated the largest response to cisplatin treatment. It is worth mentioning that this PDX had substantially higher expression of *C19orf57* than the other five PDXs tested with cisplatin, with ~2.5-fold higher *C19orf57* counts/million than the PDX with second-highest *C19orf57* expression. In addition, the PDX with the most robust cisplatin response was one of the two HPV+ PDXs tested, and responded substantially better to treatment than the other HPV+ PDX with lower *C19orf57* expression. These results suggest that HPV status may potentiate the value of *C19orf57* expression for cisplatin response prediction in HNSCC. However, there are several notable limitations to conclusions about *C19orf57* drawn from these *in vivo* PDX experiments. One limitation of our analysis is the relatively low number of PDXs tested with cisplatin in this study, and the observation that HPV+ HNSCC may demonstrate a superior baseline response to DNA-targeted therapy (e.g., radiation and platinum agents) than HPV- HNSCC, potentially due to a delay in the repair of DNA damage [36–38]. Secondly, all PDXs tested in our study responded to cisplatin (with our conclusions based on varying response degrees), so we were unable to associate low *C19orf57* expression with non-response to this agent. For these reasons, there is insufficient evidence at present to definitively implicate *C19orf57* as a predictive biomarker for cisplatin response, though our data demonstrate that analyses of the PDX transcriptome have potential for elucidating clinical response to treatment. Future studies which characterize the degree of dose-dependence between *C19orf57* expression and cisplatin response in both HPV+ and HPV- HNSCC are warranted to determine whether this transcript may hold utility in the clinical setting.

Gene expression-based stratification of HNSCC has not yet materialized as a feasible strategy for treatment selection in head and neck cancer patients. Our transcriptomic analyses of a large collection of HPV+ and HPV- HNSCC PDXs provide valuable characterization of these preclinical models at the mRNA level, demonstrating the strength of PDXs in recapitulating human biology. Our results are a valuable resource for future investigation and may be useful for identifying novel transcriptomic biomarkers of therapeutic response and new mechanistic targets in HNSCC.

## Supporting information

S1 Table Sample-level correlation between unfiltered and filtered RNA-Seq datasets. List of r values for correlation comparisons of expression of the top 2,000 most variable genes for each PDX in the unfiltered RNA-Seq dataset (mouse and human mRNA reads) versus the filtered RNA-Seq dataset (only human reads).
(PDF) Click here for additional data file.

S2 Table Gene-level correlation between unfiltered and filtered RNA-Seq datasets. List of r values for the 3.8% of transcripts (76/2000) with r <0.99 at the gene-level. Correlations are comparing expression level of each of the top 2,000 most variable genes across the PDXs before and after filtering for mouse reads.
(PDF) Click here for additional data file.

S3 Table Biological process pathway analysis of transcripts with lower gene-level correlation between unfiltered and filtered RNA-Seq datasets. Gene Ontology (GO) annotated pathway analysis to assess for common biological functions between the 76 genes with gene-level correlation r values <0.99. Skeletal system development was the only GO term with q-value <0.5.
(PDF) Click here for additional data file.

S4 Table PDX cluster associations with patient demographic and tumor variables. Correlation of demographic and clinical characteristics of PDXs with cluster membership reveals that HPV status and tumor site are the only variables significantly correlated with hierarchical gene expression-based clustering (when partitioned by either 2, 3, or 4 clusters). Age, sex, and stage were not significantly associated with expression-based clustering in any analyses conducted.
(PDF) Click here for additional data file.

## Abbreviations

*BRME1*: break repair meiotic recombinase recruitment factor 1
*C19orf57*: chromosome 19 open reading frame 57
HNSCC: head and neck squamous cell carcinoma
HPV: human papillomavirus
ISH: *in situ* hybridization
NSG: NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ
OPSCC: oropharyngeal squamous cell carcinoma
PDX: patient-derived xenograft
RNA-Seq: RNA sequencing
SD: standard deviation
TCGA: The Cancer Genome Atlas

# Supplementary material for: Therapeutic implications of transcriptomics in head and neck cancer patient-derived xenografts
**Source:** PLoS One. 2023 Mar 1;18(3):e0282177. doi: 10.1371/journal.pone.0282177
**Supplement:** S2 Table — List of r values for the 3.8% of transcripts (76/2000) with r <0.99 at the gene-level. Correlations are comparing expression level of each of the top 2,000 most variable genes across the PDXs before and after filtering for mouse reads.

**Supplemental Table 2. Gene-level correlation between unfiltered and filtered RNA-Seq datasets.**

List of r values for the 3.8% of transcripts (76/2000) with  $r < 0.99$  at the gene-level. Correlations are comparing expression level of each of the top 2,000 most variable genes across the PDXs before and after filtering for mouse reads.

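All 76 genes of S2 Table were present in the deposited values and were among the 2000 genes with the largest SD between PDXs. Most were genes of low expression in these tumors, though 13 of the 76 had a median above that of all genes, with a median of -0.43 over their median log2 CPM against 2.49 for all genes, and 74 of the 76 were at the floor in at least 1 PDX. By HPV status, 13 were higher and 17 lower in HPV+ PDXs at a q-value of 0.05 from limma and 46 did not pass (13 and 16 adjusted over the list alone). The list as a whole had no shared direction against all other genes (camera adjusted p = 0.845). Its median log2 difference was 0.07 and its mean -0.16, which differ in sign. Camera tests a shared direction, so it does not address members that differ both ways. Of the 3 genes of lowest r that the deposited table holds with a symbol, ATP6V1G2-DDX39B, a readthrough of neighbouring genes that may share reads with them, differed by 2.21 (standard error 0.83, q = 0.0223 from limma), C7orf55-LUC7L2, another readthrough, by 1.11 (q = 0.136), and PRRX1, a homeobox gene of mesenchyme, by 2.26 (standard error 0.67, q = 0.0048). CPEB1, GATM and CDH11 had the smallest p of the 76, and CPEB1 and GATM differed by 3.53 and 2.71. The values behind r, the expression before the mouse reads were removed, were not analysed here.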

# Supplementary material for: Therapeutic implications of transcriptomics in head and neck cancer patient-derived xenografts
**Source:** PLoS One. 2023 Mar 1;18(3):e0282177. doi: 10.1371/journal.pone.0282177
**Supplement:** S3 Table — Gene Ontology (GO) annotated pathway analysis to assess for common biological functions between the 76 genes with gene-level correlation r values <0.99. Skeletal system development was the only GO term with q-value <0.5.

| categoryId | description                 | pValue   | qValue | geneId                                                                                                                                                                                                        | count |
|------------|-----------------------------|----------|--------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|
| GO:0001501 | skeletal system development | 1.40E-05 | 0.019  | <i>PKDCC</i><br><i>PRRX1</i><br><i>HOXA7</i><br><i>FGFR1</i><br><i>HOXC10</i><br><i>HOXB9</i><br><i>BMP4</i><br><i>HOXB7</i><br><i>CDH11</i><br><i>COL3A1</i><br><i>COL1A2</i><br><i>SFRP1</i><br><i>FLI1</i> | 13    |

**Supplemental Table 3. Biological process pathway analysis of transcripts with lower gene-level correlation between unfiltered and filtered RNA-Seq datasets.**

Gene Ontology (GO) annotated pathway analysis to assess for common biological functions between the 76 genes with gene-level correlation  $r$  values  $<0.99$ . 

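The 13 genes that S3 Table lists share the annotation of skeletal system development, and each was at the floor in at least 1 PDX. By HPV status, 2 of them were higher and 3 lower in HPV+ PDXs at a q-value of 0.05 from limma, and 8 did not pass. The adhesion gene CDH11, which osteoblasts and fibroblasts express, had a mean of -1.67 ± 2.64 (SD, n = 16) in HPV+ and of 2.11 ± 2.82 (SD, n = 48) in HPV- PDXs (q = 0.000119 from limma). COL1A2, a chain of type I collagen, differed by -2.56 (standard error 0.88) and HOXB7 by -2.30 (standard error 0.71). The members that were higher were PRRX1 and PKDCC, a secreted kinase of skeletal growth, which differed by 2.39 (standard error 0.72).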

Skeletal system development was the only GO term with  $q$ -value  $<0.5$ .

# Supplementary material for: Therapeutic implications of transcriptomics in head and neck cancer patient-derived xenografts
**Source:** PLoS One. 2023 Mar 1;18(3):e0282177. doi: 10.1371/journal.pone.0282177
**Supplement:** S4 Table — Correlation of demographic and clinical characteristics of PDXs with cluster membership reveals that HPV status and tumor site are the only variables significantly correlated with hierarchical gene expression-based clustering (when partitioned by either 2, 3, or 4 clusters). Age, sex, and stage were not significantly associated with expression-based clustering in any analyses conducted.

|                 |                   | P-value of association |            |            |
|-----------------|-------------------|------------------------|------------|------------|
|                 |                   | 2 clusters             | 3 clusters | 4 clusters |
| <b>Variable</b> | Age               | 0.45                   | 0.45       | 0.59       |
|                 | Sex               | 1                      | 0.82       | 0.8        |
|                 | Stage (4 levels)  | 0.56                   | 0.2        | 0.12       |
|                 | Stage 3/4 vs. 1/2 | 0.56                   | 0.16       | 0.21       |
|                 | Stage 4 vs. 1/2/3 | 0.2                    | 0.11       | 0.17       |
|                 | HPV (sequencing)  | 6.20E-08 *             | 1.40E-07 * | 2.00E-15 * |
|                 | HPV (clinical)    | 8.40E-07 *             | 2.80E-06 * | 5.60E-12 * |
|                 | Site              | 3.20E-08 *             | 2.70E-07 * | 5.00E-09 * |

**Supplemental Table 4. PDX cluster associations with patient demographic and tumor variables.**

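Each p-value of S4 Table comes from Fisher's exact test of 1 variable against the cluster each PDX belongs to, with the tree divided into 2, 3 or 4 clusters. The S4 Table gives HPV status from sequencing and from the clinic separately. With clinical status, 14 HPV+ and 50 HPV- PDXs, the clusters built here from the deposited values gave a p of 1.97e-05 with 2 clusters, 7.03e-06 with 3 and 6.91e-08 with 4 (Fisher's exact test, two-sided). The cluster with most of the HPV+ PDXs then held all 14 with 18 HPV- PDXs among 2 clusters, and 11 with 11 HPV- PDXs among 3 or 4.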

Correlation of demographic and clinical characteristics of PDXs with cluster membership reveals that HPV status and tumor site are the only variables significantly correlated with hierarchical gene expression-based clustering (when partitioned by either 2, 3, or 4 clusters). Age, sex, and stage were not significantly associated with expression-based clustering in any analyses conducted.

How the deposited data were processed for this re-analysis (not part of the article)

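RNA of 64 HNSCC PDXs, tumors of patients grown in mice, was sequenced by the authors with 1 library per PDX, and expression was compared between 16 HPV+ and 48 HPV- PDXs. The authors trimmed reads with fastp 0.20.0, kept the reads that Xenome 1.0.0 classed as uniquely human, removed ribosomal reads with BWA, mapped the rest to GRCh38 with Ensembl release 90 and estimated counts with RSEM 1.3.1. The deposited log2 values are CPM of TMM-adjusted library size, made by the authors with edgeR with a prior count, of 21865 genes. A second deposited table gives the authors' HPV call for each PDX, from reads over E6/E7 with a count above 50 called HPV+. PDXs were grouped by that table.

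The floor of the values and the mean adjusted library size of 26.6M gave a prior count of 2.00. Library sizes were recovered from the steps between values within 0.6 CPM of the floor, where a median of 82.7% of the values (77.0 to 87.2% over the 64 PDXs) fell within 0.05 of a whole read. The rest were fractional, since RSEM shares reads between genes. In 3 simulated libraries of 20000 genes the largest error of the recovered size was 0.0293%. The recovered totals measure depth and entered checks and added alternatives, and no count test was the leading result. At a depth of about 26.0M reads (mean, SD 4.93), intervals of single values cover counting error and not the spread between libraries of 1 tumor, since no tumor has a further library.

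For each gene, limma 3.58.1 in R 4.3.3 compared the groups with an eBayes trend of the variance, without covariates, and Storey q-values were computed by an implementation of the authors' stated method, with a threshold of 0.05. In a simulated table of 21865 genes with the spread of the HPV+ against HPV- comparison and 200 changed genes, 60.0% of those at a log2 change of 1 and 90.0% of those at 2 were called, 100 genes at each size, with 12 unchanged genes called, 7.41% of the calls. The changed genes had a mean log2 CPM of at least 1, and normal values were drawn independently for each gene. In the real comparison 6467 genes were called, so the q-value threshold lies at another p and these rates do not carry over. A fold is 2 to the power of the mean log2 difference and, for low genes, depends on the prior count. Gene lists, 37 with 631 measured of 683 members, were tested with camera at a preset correlation of 0.01 and with an estimated correlation, with Benjamini-Hochberg adjustment over the lists. They cover the cell cycle, the RB and p53 pathways, DNA repair, DNA methylation, APOBEC3 enzymes, meiosis, cancer testis antigens, keratinocyte layers, simple epithelium, invasion, EGFR and its ligands, 11q13, 3q26, HOX genes, KRAB zinc finger genes, antigen presentation, interferon, hypoxia, NRF2 and WNT targets, genes named for HNSCC subtypes, markers of fibroblasts, endothelium, leukocytes, smooth and skeletal muscle, and the genes of Table 2 and S2 Table. The lists of Table 2 and S2 Table were chosen by the study on these PDXs.

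Clustering used the 2000 genes of largest SD, 1 minus the Pearson correlation and Ward's linkage (ward.D2), and HPV status was set against clusters with Fisher's exact test, two-sided. Single comparisons used permutation tests with 100000 resamples, two-sided. Correlations with the G1/S genes used the mean over the list of each gene's value less its mean over PDXs.

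Genes named in the text are those of Table 2, the 5 largest and the 5 smallest log2 differences among genes that passed the threshold with a symbol and a mean log2 CPM of at least 1, for each list up to 4 members, namely the 3 of smallest p and the one of smallest p in the direction opposite to most members, the 3 genes of lowest r in S2 Table with a symbol, and the genes of S3 Table by the rule for lists. The values of Table 2, Fig 4, S2 Table and S3 Table had been seen when this rule was set. XIST and Y-linked genes, 17 in the table, were left out of the tables of genes and of the genes named, and stay in the counts, q-values, ranks and clusters. Of the 21865 genes, 4115 carry no symbol and 21644 have an Ensembl identifier in GENCODE, an annotation of the same assembly that gave the coordinates.

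The alternatives set in advance were Benjamini-Hochberg adjustment, eBayes without a trend or with a robust trend, array weights, median centring, upper-quartile centring, quantile normalization, a median log2 CPM of at least 0, log2(CPM + 1) values, clinical HPV status, leaving out PDXs 27 and 41, leaving out each PDX in turn, and for clusters the median absolute deviation, fewer or more genes, centred genes, ward.D and average linkage. Added later were voom on recovered counts, the same on genes with a median count of at least 10, scaling by library totals, voom with library totals, leaving out PDX 27, and leaving the lists of Table 2 out of the adjustment over lists. Cisplatin response, subtype assignment, TCGA data and expression before the removal of mouse reads were not analysed here. C19orf57 was not set against E6/E7 counts, which the table of calls does not give.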

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

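The tests with other splits of the PDXs and the adjustment without the lists of Table 2 were chosen after the results were seen. The values below are for gene groups that the paper does not discuss. The G1/S and DNA replication genes had a median log2 difference of 1.25 between HPV+ and HPV- PDXs, the mitosis genes one of 0.82, the homologous recombination genes one of 0.78, the Fanconi anemia genes one of 0.55 and the simple epithelium genes one of 1.89. Each group differed by camera from limma with a preset correlation, and with an estimated one when adjusted over all 37 lists. Adjusted without the lists of Table 2, which the study chose on these PDXs, the G1/S and homologous recombination genes kept their call with an estimated correlation, and the mitosis, Fanconi anemia and simple epithelium genes did not (adjusted p = 0.0546 for each).

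Chance is unlikely to give the number of genes that differ, which none of the 99 other splits reached. For the number of lists, HPV status lay within a bound of 5 in 100 splits that was set after the results were seen. Chance is not excluded there, since the highest of the other splits called more lists than HPV status. The lists of Table 2 were left out of this test, since they were chosen on the comparison by HPV status. Of the other 35 lists, HPV status gave 16, and 3 of 100 splits of the PDXs into 16 and 48, HPV status included, gave as many, the highest of the others 23. With an estimated correlation, HPV status gave 3 lists and the highest of the other splits 1. For genes, 1 of 100 splits, HPV status itself, reached 6467 that differ, 2807 higher or 3660 lower, and the highest of the others were 1280, 673 and 607. Of the 99 other splits, 5 called at least 1 gene.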

How the results depend on the processing

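Under the alternatives set in advance, 109 of 114 values of the leading results kept their direction and their side of the threshold or stayed within 1.5 times, and so did 43 of 50 under those added after the data were seen. Leaving out each PDX in turn gave 2426 to 3043 higher and 3262 to 3870 lower genes, 20 of 20 genes of Table 2 and a C19orf57 difference of 2.48 to 2.68. Scaling by library totals gave 5265 higher and 2140 lower genes, and voom with library totals 5142 and 2293, since that scaling moves all values of a library together. With an estimated correlation in camera, 7 lists were higher and 1 lower in place of 11 and 7, and 10 lists lost their call. With the lists of Table 2 also left out, an alternative added after the data were seen, 3 lists were higher and 0 lower of 35. In 4 clusters with centred genes, 16 HPV+ PDXs fell in 1 cluster, as they did with centred genes of a median count of at least 10 (16). C19orf57 in PDX 13 was 1.42 with median centring, above PDX 15 at 1.07, so that the order of these PDXs turned. Pearson r of C19orf57 with the G1/S genes in HPV- PDXs turned to -0.0537 with median centring. The list of S2 Table, which was not called under any setting, had camera directions that turned, with medians of 0.15 under median centring, 0.22 under quantile normalization, -0.84 for genes with a median log2 CPM of at least 0, -0.0729 under voom with a median count of at least 10, 0.32 under library totals and 0.16 under voom with library totals. MRE11, not called, turned to 0.0119 under median centring, 0.19 under library totals and 0.16 under voom with library totals, and TP63, not called, to -0.0082 with array weights. Median centring and library totals move the values of all genes of a library together, so a turn of MRE11, which lies near the median of all genes, says nothing of that gene. Apart from the scaling, the cause was not tested. Of 407 list results under the other alternatives set in advance, 391 kept their direction and call. Of 126 called genes among the 146 that the naming rule takes, 22 lost the call under at least 1 alternative and 0 turned, and no gene of Table 2 lost it where it was tested. Genes with a low median count are the ones that depth limits, and a filter at a median count of at least 10 leaves out 4 of the 20 genes of Table 2. No paired analysis was possible because each PDX has 1 library and belongs to 1 HPV group.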

Differences from the paper's values

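The paper's number of genes higher in HPV+ PDXs at a q-value below 0.05 is 6308 and the value here is 2807, and the paper's number of lower genes is 1862 against 3660. Of the 11 alternatives set before the data were examined, none brought the higher genes within 1.5 times of the paper's number, and for the lower genes Benjamini-Hochberg adjustment (2644) and clinical HPV status (2593) did while the other 9 did not. Scaling by library totals (5265 and 2140) and voom with library totals (5142 and 2293), both chosen after seeing the values, came within 1.5 times for both numbers, and under each of them 0 of the 20 genes of Table 2 lost their call.

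Of the 20 folds of Table 2, 11 differ. Those the paper gives for the lower genes carry 1 decimal, and a value that rounds to the paper's digits, as for KHDC1L, is taken not to differ. The paper's fold is 35.5 for SMC1B against 109 here, 21.3 for ZNF541 against 69.0, 12.6 for TCP11 against 33.1 and 21.3 for MEI1 against 52.0. It is 0.1 for GPR158 against 0.0270, 0.2 for MSX2 against 0.0426, 0.1 for PNLIPRP3 against 0.0328, 0.2 for NAP1L2 against 0.0508, 0.3 for ZFPM2-AS1 against 0.0796, 0.1 for COL4A6 against 0.0362 and 0.2 for CCNA1 against 0.0474. Of the alternatives set before the data were examined, log2(CPM + 1) values brought MSX2 (0.269), ZFPM2-AS1 (0.345), COL4A6 (0.0860) and CCNA1 (0.229) within 1.5 times, clinical HPV status gave a value for COL4A6 (0.0598) that rounds to the paper's, and none did so for the other 7. With log2(CPM + 1) values these 7 passed the paper's fold to the other side, at 19.0 for SMC1B, 11.8 for ZNF541, 6.96 for TCP11, 11.3 for MEI1, 0.193 for GPR158, 0.169 for PNLIPRP3 and 0.313 for NAP1L2. The other 9 folds of Table 2, that of C19orf57 included (the paper's 6.0, here 5.88), did not differ.

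Of the 20 p-values of Table 2, 18 differ by more than 1.5 times. The paper's p is 6e-22 for SMC1B against 2.67e-20 here, 2e-20 for SYCP2 against 1.68e-14, 7e-17 for WDR76 against 8.02e-15, 7e-17 for C19orf57 against 1.84e-12, 1e-16 for CDKN2C against 7.41e-14 and 2e-16 for ZNF541 against 4.27e-18. It is 2e-16 for RIBC2 against 2.51e-12, 5e-16 for TCP11 against 3.25e-16, 2e-15 for MEI1 against 9.34e-16, 2e-15 for CCNE2 against 2.32e-12, 1e-15 for KHDC1L against 1.40e-14 and 3e-14 for MSX2 against 8.00e-13. It is 5e-12 for PNLIPRP3 against 1.90e-09, 7e-12 for NAP1L2 against 2.05e-10, 5e-11 for MYO5A against 9.12e-13, 1e-10 for COL4A6 against 1.59e-14, 3e-10 for PTHLH against 5.14e-11 and 4e-10 for CCNA1 against 1.44e-07. All are p-values from limma. Of the alternatives set before the data were examined, quantile normalization reached the paper's p for SMC1B (5.60e-22), upper-quartile centring for TCP11 (4.30e-16) and median centring for PTHLH (2.22e-10), and none did for the other 15. Of the settings chosen after seeing the values, voom on recovered counts reached it for WDR76 (5.67e-17, and 7.72e-17 with a median count of at least 10, which drops 4 of the 20 genes of Table 2), voom with library totals for CCNE2 (2.82e-15), MYO5A (6.33e-11) and PTHLH (2.01e-10), and leaving out PDX 27 for MSX2 (2.02e-14).

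For the clusters, the paper's p of HPV status by sequencing is 6.20e-08 with 2 clusters against 2.46e-06 here, 1.40e-07 with 3 against 4.92e-07 and 2.00e-15 with 4 against 2.34e-09. The paper's p of clinical HPV status is 8.40e-07 against 1.97e-05, 2.80e-06 against 7.03e-06 and 5.60e-12 against 6.91e-08. None of the alternatives set before the data were examined brought a p of status by sequencing within 1.5 times of the paper's, and the clinical status was tested on the clusters as first built. The paper places no HPV- PDX in the subgroup that holds the HPV+ PDXs, and here the cluster with most of them held 9 with 4 clusters, and no alternative emptied it of them. The closest were the median absolute deviation, with 1 HPV- beside 13 HPV+ PDXs, and the fewest genes clustered, with 1 beside 10. Clustering only genes with a median count of at least 10, chosen after seeing the values, also gave 1 beside 10 with 4 clusters, and 1 beside 13 with 3.

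The paper states that every HPV+ PDX fell in a single subgroup of 4. Here 13 of 16 did, and all 16 with centred genes. It states that Table 2 holds the genes of smallest p in each direction. Here 6 of the 10 higher and 7 of the 10 lower genes were among the 10 of smallest p in their direction, and all 20 were called in the direction of Table 2. It states that genes with a median count under 10 were excluded, while 5722 of the 21865 genes deposited had a recovered median below 10. The C19orf57 values that the paper prints for PDX 30 and PDX 36 match those here.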

Other observations

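In further groups of genes, fixed before the data were examined, some members differed by HPV status at a q-value of 0.05 from limma. Tumor site was not entered in these tests either, so differences by site cannot be told apart from those by HPV status. Of 8 enzymes of DNA methylation and demethylation, 3 were higher and 1 lower (3 and 1 adjusted over the list alone; camera adjusted p = 0.0323, and adjusted p = 0.193 with an estimated correlation), with UHRF1 at a log2 difference of 1.41 and DNMT1, the maintenance methyltransferase, at 1.05, and DNMT3B at -1.17. Of 22 targets of p53, the protein that E6 removes, 9 were higher and 0 lower (8 and 0 adjusted over the list alone; camera adjusted p = 0.00241, and adjusted p = 0.105 with an estimated correlation), with SPATA18 at 1.81, MDM2 at 0.66 and XPC also higher (q = 6.81e-06 from limma), and TP53I3 had a difference of -0.55 (q = 0.0682). XPC also led the 13 genes of nucleotide excision repair, of which 5 were higher and 0 lower (3 adjusted over the list alone; camera adjusted p = 0.109). Of 36 HOX genes, 14 were lower and 1 higher (13 and 1 adjusted over the list alone; camera adjusted p = 0.0105, and adjusted p = 0.404 with an estimated correlation), with HOXB6 at -2.75, HOXB5 at -1.90 and HOXA11 at -1.70 and HOXB13 at 2.47. Of 26 KRAB zinc finger genes, 8 were lower and 0 higher (6 adjusted over the list alone; camera adjusted p = 0.187), with ZNF85 at -3.35, ZNF430 at -2.06 and ZNF91 at -2.88. HOX and KRAB genes lie in families of similar sequence and may share reads. With an estimated correlation, none of the 3 groups called here, DNA methylation, p53 targets and HOX genes, kept its call.

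Of 21 genes of antigen presentation, 7 were lower and 0 higher (3 adjusted over the list alone; camera adjusted p = 0.233), with HLA-E at -0.84 and the regulator NLRC5 at -1.06. Of 23 NRF2 targets, 7 were lower and 1 higher (6 and 1 adjusted over the list alone; camera adjusted p = 0.0718), with the cystine carrier SLC7A11 at -2.01, ME1 at -1.96 and NQO1 at -0.95 and PGD at 1.01. Of 20 genes of hypoxia, 5 were lower and 1 higher (2 and 0 adjusted over the list alone; camera adjusted p = 0.233), with BNIP3 at -1.21. Of 25 interferon-stimulated genes, 2 were higher and 1 lower (0 adjusted over the list alone; camera adjusted p = 0.176), USP18 and CMPK2 by 1.43 and 1.72. Of 10 WNT targets, 2 were higher and 1 lower (0 and 1 adjusted over the list alone; camera adjusted p = 0.487), with NKD1 at -2.10. Of 13 genes in and near 3q26, 3 were higher and 1 lower (3 and 1 adjusted over the list alone, camera adjusted p = 0.352), with ECT2 at 1.01 and MECOM at 1.89. The lower gene was KLHL6 at -2.94, which lies beside that band. Of the markers of other cell types, 1 of 10 endothelial (ROBO4, -2.97), 2 of 15 leukocyte, 2 of 7 smooth muscle (TAGLN, -2.40, and CNN1, -1.69) and 2 of 9 skeletal muscle genes were lower and 0 higher in HPV+ PDXs (1, 0, 2 and 1 adjusted over each list alone; camera adjusted p = 0.839, 0.524, 0.189 and 0.198).

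Genes that the subtype literature names, which overlap with the lists above, went as follows. All 3 genes of the atypical subtype were higher (3 adjusted over the list alone; camera adjusted p = 1.18e-06, and 5.11e-05 with an estimated correlation), LIG1 by 1.38 beside CDKN2A and RPA2. Of 4 genes of the basal subtype 2 were lower (2 adjusted over the list alone; camera adjusted p = 0.238), of 6 of the classical subtype 2 were lower and 1 higher (2 and 1 adjusted over the list alone; camera adjusted p = 0.471), AKR1C1 by -2.20 and SOX2 by 1.61, and of 2 of the mesenchymal subtype VIM was lower, by -2.85 (1 adjusted over the list alone; camera adjusted p = 0.176). The study assigned subtypes to these PDXs, and the assignment was not repeated here.

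The tests in the rest of this part were chosen after the result was seen, except that on the most abundant genes and the fit of C19orf57 against the G1/S genes itself. The share of higher genes moves from 43.4% to 71.1% when values are scaled by library totals in place of the deposited factors. The log2 library total differed by 0.0718 between the groups (95% interval -0.104 to 0.248), and the median of all genes shifted by 0.252 between the scalings. Both scalings divide by a library size, so the first value does not test the cause of the shift. By construction, the shift is the group difference in the mean log2 adjustment factor. A candidate explanation is that a few abundant transcripts take more of the reads in HPV- PDXs. The 100 most abundant genes took a mean of 30.6% of the reads in HPV- and 21.1% in HPV+ PDXs, and without them the totals gave a median log2 difference of all genes of -0.0158, nearer to that of the deposited scaling, with 3213 genes higher and 3160 lower. Whether HPV+ tumors hold more RNA per cell, which none of these scalings would show, was not tested and stays open.

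Of the genes of invasion and the matrix some were lower in HPV+ PDXs, though the invasion list lost its call with an estimated correlation (camera adjusted p = 0.180) and the fibroblast and matrix list had none (0.0572, and 0.408 with an estimated correlation). Less fibroblast RNA in HPV+ PDXs, human or from misassigned mouse reads, would lower all fibroblast markers together, but 2 of 18, FBLN1 (1.97) and PRRX1 (2.26), were higher while 8 were lower. PRRX1 is a gene of S2 Table, which mouse reads affect, so that FBLN1 alone is too few to exclude the explanation. Fibroblasts make COL1A1 and COL3A1 together, and in the 48 HPV- PDXs COL1A1 exceeded COL3A1 by a mean of 6.84 on the log2 scale (SD 3.16), but COL3A1 is in S2 Table too, so this decides nothing. Fibroblast RNA and a difference in the tumor cells both remain open, and so does tumor site, which the paper reports to go with HPV status and which was not tested.

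The library of PDX 27 had more genes at the floor than any other. Its recovered total, 15.8M, was the lowest, but the 2 other libraries of a total under 1.2 times as large had at most 2344 genes at the floor, which argues against depth alone. It had 543 genes above the floor by less than 0.6 CPM and by at most about 20 reads, against at least 1622 in each of the 63 others. In a small library, 0.6 CPM is reached at fewer reads, and genes lost to the floor leave this count. The count therefore cannot tell the causes of the zeros apart. Few starting molecules in that library are a candidate explanation, since rare transcripts are then lost and not thinned. No biological explanation was tested. Without this library 3043 genes were higher and 3408 lower.

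A hypothesis tested here is that C19orf57 follows the G1/S genes within HPV groups. In HPV- PDXs (n = 48), Pearson r was 0.0383 (permutation test, p = 0.796) and Spearman rho -0.0649 (permutation test, p = 0.660), with an upper 95% limit of r of 0.319, so that a correlation of 0.5 is excluded. In HPV+ PDXs (n = 16), r was 0.331 (permutation test, p = 0.209) and rho 0.473 (permutation test, p = 0.0666), with an upper limit of r of 0.710, which leaves the relation open at this number of PDXs. Adjusted over these 4 tests, the smallest p was 0.267, and with median centring rho in HPV+ PDXs was 0.603 (permutation test, p = 0.0156, adjusted p = 0.0626). Without the 2 PDXs farthest from the median of the G1/S genes, r was -0.0197 in HPV- and 0.302 in HPV+ PDXs.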
